# Long-Term Vitamin D_3_ Supplementation Does Not Prevent Colonic Inflammation or Modulate Bone Health in IL-10 Knockout Mice at Young Adulthood

**DOI:** 10.3390/nu6093847

**Published:** 2014-09-22

**Authors:** Andrea J. Glenn, Kristina A. Fielding, Jianmin Chen, Elena M. Comelli, Wendy E. Ward

**Keywords:** vitamin D, intestinal inflammation, bone mineral density, bone strength, mice

## Abstract

Inflammatory bowel disease (IBD) is an idiopathic disease that can impair bone metabolism. Low vitamin D status has been implicated in its progress. This study used interleukin (IL)-10 knockout (KO) mice, that develop an intestinal inflammation when housed in a non-sterile environment, to determine if supplementation with vitamin D_3_ throughout life could mitigate inflammation and attenuate the lower bone mineral content (BMC) and density (BMD), and bone strength. Female IL-10 KO mice were randomized 25 or 5000 IU vitamin D_3_/kg diet throughout pregnancy and lactation. At weaning, offspring received the same or opposite diet as their mother until age three months. Body weight growth was similar among groups within a sex. At three months of age, there were no differences in inflammation and gene expression in the colon of offspring. Male offspring exposed to continuous 25 IU vitamin D_3_/kg diet had lower (*p* < 0.001) colonic VDR expression and those exposed only to low vitamin D_3 _ until weaning had higher serum IL-6. There were no differences in femur or vertebral BMC, BMD or bone strength. In summary, long-term exposure to vitamin D_3_ did not attenuate intestinal inflammation or preserve bone mineral or bone strength. Thus, supplementation with vitamin D_3_ does not exert anti-inflammatory effects in this mouse model that mimics human inflammatory bowel disease.

## 1. Introduction

Inflammatory bowel disease (IBD) is an idiopathic disease comprising Crohn’s disease and ulcerative colitis, characterized by a dysregulated immune response towards the normal intestinal microbiota in genetically susceptible people [1]. This results in the production of proinflammatory cytokines, such as interferon-γ (IFN-γ), interleukin-1α (IL-1α), interleukin-1β (IL-1β), interleukin-6 (IL-6), interleukin-17 (IL-17), and tumor necrosis factor-α (TNF-α) [2]. Of these, IL-1, IL-6, and TNF-α stimulate osteoclastogenesis, resulting in impaired bone metabolism [3]. Lower bone mineral density (BMD) and higher risk of fracture are indeed common in IBD patients, even among those not receiving treatment with glucocorticoids [4,5]. Thus, the inflammatory process itself causes deterioration of bone health, and bone health may be further compromised with glucocorticoid treatment. The prevalence of osteoporosis ranges from 12% to 42% among patients with IBD [4] and thus is a significant additional health concern. There are several different rodent models that are useful for studying the etiology of IBD and the potential benefits of an intervention. The interleukin-10 knockout (IL-10 KO) mouse model is one example that has proven useful in determining pharmacological and therapeutic treatments for IBD [6]. The IL-10 KO mouse spontaneously develops intestinal inflammation at six to eight weeks of age [7] and we have found that both male and female IL-10 KO mice fed control diet have impaired bone development by three months of age [8]. Specifically, BMC (bone mineral content) and BMD of the lumbar spine and peak load of an individual lumbar vertebra of both males and females were significantly lower than wild type controls.

The importance of vitamin D for bone health is well established in the literature. Thus, lower vitamin D status in IBD may contribute to poor bone health directly and may also lead to a dysregulated immune response and subsequent bone abnormalities in IBD [9,10]. Within the immune system, 1,25-dihydroxyvitamin D_3_ (1,25(OH)D_3_) inhibits T helper-1 type immune function in cells, induces T regulatory cells, and enhances phagocytosis by white blood cells [11]. 1,25(OH)D_3_ targets more than 900 genes [12], some of which are involved in intestinal homeostasis [13], which may play a role in IBD development [9,14]. In humans, early life nutrition [15] and season of birth [16] have been linked to later risk of developing IBD, indicating that a critical window for nutritional interventions to lower the risk of developing IBD exists. Similarly, vitamin D status has been shown to influence intestinal inflammation in mouse models. For example, vitamin D deficiency in weanling mice exacerbated the development of colitis after administration of dextran sodium sulfate [17]. Moreover, mice that cannot respond to vitamin D (vitamin D receptor (VDR) KO) or synthesize 1,25(OH)D_3_ (CYP KO) are particularly susceptible to the effects of dextran-sodium sulfate, experiencing more severe intestinal inflammation [18]. Supplementation with 1,25(OH)D_3_ prior to induction of colitis using dextran-sodium sulfate provided some protection against intestinal inflammation—suggesting a protective effect of 1,25(OH)D_3_ [18].

Vitamin D_3_ deficiency or an absence of VDRs have been found to exacerbate intestinal inflammation in IL-10 KO mice, resulting in premature death compared to IL-10 KO mice with adequate vitamin D status [19]. Treatment with 1,25(OH)D_3_ mitigated histologically-assessed inflammation [20] and down-regulated several TNF-α-associated genes in the colon of these mice [19]. However, intervention with vitamin D_3_ rather than 1,25(OH)D_3_, has not been studied in the IL-10 KO mouse. The objective of this study was to determine if lifelong supplementation with vitamin D_3_ *in utero* and through to three months of age could mitigate the development of intestinal inflammation and subsequent bone abnormalities (lower BMC, BMD and bone strength) in IL-10 KO offspring at young adulthood.

## 2. Experimental Section

### 2.1. Animals and Diet

All experimental procedures followed the policies set out by the Canadian Council on Animal Care [21] and were approved by the Animal Ethics Committee at the University of Toronto. Six breeding pairs of 129/SvEvIL-10 KO mice were a gift from Dr. Richard Fedorak, University of Alberta. Upon arrival, the breeding pairs were caged together in standard environmental conditions (12 h light:12 h dark cycle, room temperature of 23 °C) and fed AIN93G diet (Dyets Inc., Bethlehem, PA, USA). Incandescent lighting was used in the room to ensure that it was free of UVB radiation. Female offspring were weaned at postnatal day (PND) 29 and randomized to 1 of 2 modified AIN93G diets with (1) 5000 IU vitamin D_3_/kg diet (high (H), Diet# 119290) or (2) 25 IU vitamin D_3_/kg diet (low (L), Diet# 119289) (Table 1). Both diets contained 5 g of calcium/kg diet. At seven weeks of age, 28 female offspring were mated harem style and kept on their respective diet throughout pregnancy and lactation (H or L). Male and female offspring were weaned at PND 29 and randomized to either continue on the same diet as their mother or the other diet (H or L) from weaning through to the end of the study (three months of age). This resulted in four vitamin D_3_ interventions: HH, HL, LH, or LL where the first letter represents the diet consumed by dams during pregnancy and lactation and the second letter represents the diet consumed by offspring from weaning through to three months of age. Since this was a first study using the IL-10 KO mouse to study the effect of a dietary vitamin D_3_ intervention, a high and low level of vitamin D_3_ was specifically chosen to generate serum 25(OH)D levels of (≥50 nmol/L) and (<30 nmol/L), respectively, to elucidate potential biological responses [22]. Dams and offspring were euthanized at weaning and at three months of age, respectively. At necropsy, blood was drawn by cardiac puncture, a 1 cm portion of the proximal colon was cut and fixed in 10% phosphate-buffered formalin and the remainder was cut in half, snap frozen in liquid nitrogen and stored at −80 °C. Femurs and vertebrae were excised, cleaned of soft tissue, wrapped in saline soaked gauzed and stored at −80 °C.

### 2.2. Litter Characteristics and Body Weight

Pups were counted within the first week of life to determine litter size and sexed by measuring anogenital distance. Pup weight was measured at PND 14 during the suckling period. Body weight of offspring was measured at one and three months of age.

**Table 1:** Composition of modified AIN93G purified rodent diet containing high or low levels of vitamin D.

Ingredient	Unit	Value
***Macronutrients***		
Crude Protein	%	17.9
Crude Fat	%	7.0
Crude Fibre	%	4.8
Moisture	%	7.0
Ash	%	4.2
***Amino Acids***		
Arginine	%	0.70
Lysine	%	1.48
Methionine	%	0.56
Cystine	%	0.30
Tryptophan	%	0.21
Histidine	%	0.51
Leucine	%	1.76
Isoleucine	%	1.14
Phenylalanine	%	0.96
Tyrosine	%	0.98
Threonine	%	0.76
Valine	%	1.00
***Minerals***		
Calcium	mg/kg	5000
Phosphorus	mg/kg	1561
Potassium	mg/kg	3600
Sodium	mg/kg	1019
Magnesium	mg/kg	507
Iron	mg/kg	35
Zinc	mg/kg	30
Manganese	mg/kg	10
Copper	mg/kg	6.0
Iodine	mg/kg	0.2
***Vitamins***		
Vitamin A	IU/g	4.00
Vitamin D3	IU/g	0.025 ^†^ or 5.00 ^††^
Alpha-Tocopherol	IU/g	75.00
Thiamine	mg	5.0
Riboflavin	mg	6.0
Niacin	mg	30
Pantothenic Acid	mg	15.0
Pyridoxine	mg	6.0
Folic Acid	mg	2.0
Biotin	mcg	200
Vitamin B12	mcg	25.0
Vitamin K	mcg	750
**Gross Energy**	**kcal/g**	**3.80**

^†^: Vitamin D content of modified low vitamin D AIN93G diet (Diet #119289); ^††^: Vitamin D content of modified high vitamin D AIN93G diet (Diet #119290).

### 2.3. Serum 25(OH)D

Serum 25(OH)D levels were measured using the automated IDS-iSYS 25OHD chemiluminescence immunoassay (Immunodiagnostic Systems Inc., Fountain Hills, AZ, USA), following the manufacturer’s instructions.

### 2.4. Histological Assessment

Ten samples per group for mothers and 13 samples per group per sex for pups were embedded in paraffin and sectioned in 5 μm sections. Sections were stained with hematoxylin and eosin (H & E) for light microscopy (400×). Slides were analyzed by an individual who was blinded to the intervention (A.G), and the degree of inflammation was assessed on a scale of 0–4 as previously described and validated [8,23,24]. A minimum of three sections (one transverse, two longitudinal) and five fields per section (15 scores in total) were examined to determine the mean histological inflammatory score for each mouse.

### 2.5. RNA Extraction

Total RNA was extracted from 1 half of the proximal colon of 6 male mice at 3 months of age per group using *mir*Vana™ miRNA Isolation Kit (Ambion, Carlsbad, CA, USA), following the manufacturer’s protocol and stored at −80 °C. The concentration and purity of RNA samples were assessed using a Nanodrop 1000 Spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA) (OD_260/280_, OD_260/230_). RNA quality was further confirmed by an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA).

### 2.6. Microarray Analysis

RNA samples used for microarray had a RNA Integrity Number (RIN) of 6.5 or higher. 200 ng of the RNA samples were labeled using Illumina TotalPrep-96 RNA Amplification kit (Illumina Inc., San Diego, CA, USA) and 1.5 ng of the generated cRNA were hybridized onto the Mouse WG-6 V2 Bead chips (Illumina Inc., San Diego, CA, USA). Microarrays were hybridized, washed and scanned according to the manufacturer’s protocols. Microarray data was checked for overall quality using the LUMI package in Bioconductor and R (version 2.14.1) [25]. For data analysis, raw expression data was imported into Genespring v11.5.1 (Agilent Technologies, Santa Clara, CA, USA) and normalized using a quantile normalization function along with a “per probe” median centered normalization. All data analyses were performed on log2 transformed data. There were a total of 45,281 probes on the Illumina Mouse Whole Genome (Version 2, release 6) array (Illumina Inc., San Diego, CA, USA). Comparisons between groups were considered separately using false discovery rate corrected *T*-tests (Benjamini and Hochberg FDR *q* < 0.05) or regular *T*-tests (*p* < 0.05) if the former produced no significant results. In order to remove probes showing no expression overall, a filtering was applied such that only probes that were in the upper 80th percentile of the distribution of intensities in 80% of either of the groups under statistical comparison were allowed to pass. Unsupervised hierarchical clustering was performed using a Pearson centered distance metric under average linkage rules. Microarray data have been deposited at Gene Expression Omnibus (GEO) with the accession number (GSE61111) [26]. Microarray experiments were performed at the Princess Margaret Genomics Centre, Toronto, Canada.

### 2.7. Colonic VDR Expression

To quantify colonic VDR expression, 5 μm sections of the proximal colon of the male mice were treated with aqueous 3% H_2_O_2_ for 10 min. The VDR antigen was retrieved in heated Tris-EDTA buffer. The sections were incubated with rabbit anti-mouse VDR polyclonal antibody (Abcam, Cambridge, MA, USA) diluted at 1:3000 in diluent buffer (DakoCytomation, Dako Canada, Inc., Burlington, ON, Canada) overnight at 4 °C. The sections were then incubated with biotinylated goat anti-rabbit IgG (Santa Cruz Biotechnology, Santa Cruz, CA, USA) overnight at 4 °C. Streptavidin-horseradish peroxidase and AEC substrate (DakoCytomation, Dako Canada, Inc., Burlington, ON, Canada) were used to show the antigens. Slides were read blindly (J.C.) with a light microscope (400×) and a total of 15 fields per mouse were assessed using the Allred scoring method [23].

### 2.8. Cytokine and Bone Marker Analysis

Serum levels of IL-1α, IL-6, IL-17, TNF-α, RANKL, and OPG were quantified using MILLIPLEX^®^ MAP Mouse Cytokine/Chemokine Magnetic Bead Panel Kit or MILLIPLEX^®^ MAP Mouse RANKL and OPG kits (Millipore Corporation, Billerica, MA, USA).

### 2.9. Bone Morphometry, Bone Mineral Content (BMC), BMD and Biomechanical Strength Testing

BMC and BMD of whole femurs, the proximal 1/3 of the femur and lumbar vertebra 4 were determined using pDEXA^®^ SABRE^™^ dual-energy x-ray bone densitometry (Orthometrix, White Plains, NY, USA) and a specialized software program (Host Software Version 3.9.4; Scanner Software version 1.2.0). All bones were scanned in air with a scan speed of 2 mm/min and at a resolution of 0.01 × 0.01 mm as previously described [27]. BMC represents the total mineral content of the measured bone (whole femurs, lumbar vertebra 4) or region of a bone (1/3 proximal femur) while BMD represents the amount of mineral per area measured. Three-point bending (femurs), femur neck fracture and compression (LV4) were performed using a Materials Testing System (Model 4442, Instron Corp., Norwood, MA, USA) fitted with customized jigs and data were analyzed using specialized software (Bluehill 2) [27]. All tests were performed with a crosshead speed of 2 mm/min until fracture occurred.

### 2.10. Statistical Analyses

Statistical analyses were performed using Sigma Stat (Version 3.5, Jandel Scientific, Chicago, IL, USA). Results are expressed as mean ± SEM and statistical significance was set at *p* < 0.05. Litter characteristics and dam data were analyzed by Student’s *t*-test. Body weight at weaning (1 month of age) and immediately prior to necropsy (three months of age) was analyzed by one-way ANOVA within sex at each time point. All other data was analyzed by two-way ANOVA, within sex, with mother’s diet and pup’s diet as main effects. Male and female data were analyzed separately because of known differences in growth and bone development. Bonferroni’s *post hoc* test was used when there was a significant main effect.

## 3. Results

### 3.1. Litter Characteristics and Body Weight

There were no significant differences in litter size (H: 6 ± 0 pups, L: 6 ± 0 pups, *p* = 0.51) or pup weight at PND 14 (H: 6.9 ± 0.3 g, L: 6.7 ± 0.2 g, *p* = 0.43) between high and low vitamin D groups. There were no differences in body weight growth among groups for either sex at one month of age (weaning) or three months of age (necropsy) (Table 2).

**Table 2:** Body weight of offspring at 1 month of age (weaning) and 3 months of age (necropsy).

Age	HH	HL	LH	LL	*p Value*
**Females**					
1 month (g)	12.1 ± 0.1	12.3 ± 1.1	12.4 ± 0.8	12.7 ± 0.6	0.96
3 months (g)	20.0 ± 1.0	20.3 ± 1.1	19.8 ± 1.2	20.2 ± 1.3	0.95
**Males**					
1 month (g)	13.7 ± 0.8	12.9 ± 1.1	14.5 ± 0.8	14.1 ± 0.0	0.10
3 months (g)	23.5 ± 0.7	23.7 ± 1.1	23.8 ± 1.8	23.5 ± 0.8	0.94

Data are means ± SEM, *n* = 16/group.

### 3.2. Serum 25(OH)D

For both male and female offspring, serum 25(OH)D levels of the HH and LH groups were higher (*p* < 0.001) than the HL and LL groups (Table 3).

### 3.3. Histological Assessment

Evidence of inflammation such as lymphocyte infiltration, goblet cell depletion, cryptitis, crypt abscesses and complete destruction of architecture was observed in the mice studied. Examples of each inflammatory score from the IL-10 KO mice in this study are shown in Figure 1. There were no significant differences in the inflammation severity score in the proximal colon among the four vitamin D interventions for either the male and female mice (Table 3). There were no significant differences in the inflammation severity scores between dams in the high and low (H: 2.1 ± 0.2, L: 2.3 ± 0.2, *p* = 0.10) vitamin D groups. The inflammation severity score of the dams did not correlate with the inflammation severity score of offspring (data not shown).

**Table 3:** Colon severity score, serum 25(OH)D and cytokines of offspring at three months of age.

Outcomes	HH	HL	LH	LL	*Mother’s Diet*	*Pup’s Diet*	*Interaction*
**Females**							
Colon severity score	1.4 ± 0.1	1.1 ± 0.1	1.1 ± 0.3	1.4 ± 0.3	0.57	0.56	0.07
Serum 25(OH)D (nmol/L)	99.1 ± 4.1 ^a^	22.7 ± 1.5 ^b^	93.6 ± 7.5 ^a^	20.6 ± 0.6 ^b^	0.39	<0.001	0.70
IL-1α (pg/mL)	153.5 ± 47.9	77.8 ± 55.3	175.2 ± 47.9	125.9 ± 60.6	0.51	0.25	0.81
IL-6 (pg/mL)	7.6 ± 7.6	12.9 ± 9.8	17.8 ± 7.6	28.8 ± 7.6	0.13	0.33	0.73
IL-17 (pg/mL)	17.0 ± 4.8	8.9 ± 4.8	14.8 ± 5.4	14.2 ± 4.8	0.75	0.39	0.45
TNF-α (pg/mL)	10.7 ± 2.6	6.1 ± 2.6	12.8 ± 2.8	7.4 ± 2.6	0.52	0.07	0.88
**Males**							
Colon severity score	1.5 ± 0.2	1.5 ± 0.2	1.4 ± 0.2	1.7 ± 0.2	0.93	0.26	0.84
Serum 25(OH)D (nmol/L)	93.8 ± 2.7 ^a^	26.0 ± 1.6 ^b^	101.6 ± 10.3 ^a^	23.0 ± 2.2 ^b^	0.66	<0.001	0.34
IL-1α (pg/mL)	60.6 ± 13.9	62.9 ± 18.1	42.2 ± 18.1	42.2 ± 18.0	0.28	0.94	0.96
IL-6 (pg/mL)	15.6 ± 7.1	13.9 ± 7.6	30.7 ± 7.1	37.3 ± 8.7	0.01	0.75	0.60
IL-17 (pg/mL)	26.4 ± 4.9	21.9 ± 5.2	20.8 ± 4.9	25.3 ± 5.6	0.83	0.99	0.39
TNF-α (pg/mL)	12.3 ± 2.1	10.9 ± 2.3	10.2 ± 1.9	11.3 ± 2.3	0.68	0.94	0.57

Data are means ± SEM. Means in a row with superscripts without a common letter differ; *p* ≤ 0.05; Colon severity score (*n* = 13/group); serum 25(OH)D_3_ (*n* = 5/group); cytokines (*n* = 9–10/group).

**Figure 1:**
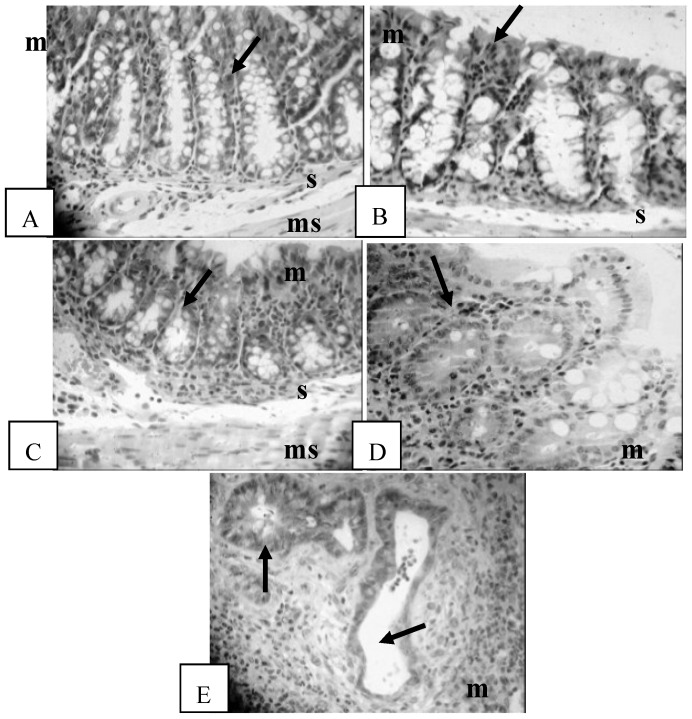
Histological assessment of colonic inflammation. (**A**) Score 0: no inflammation with normal crypt and goblet cells (arrow); m: mucosa; s: submucosa; ms: muscularis. H & E, 400×; (**B**) Score 1: minimal evidence of inflammatory infiltrate (arrow), H & E, 400×; (**C**) Score 2: significant evidence of inflammatory infiltrate (arrow), H & E, 400×; (**D**) Score 3: significant evidence of inflammatory infiltrate with goblet cell depletion (arrow), H & E, 400×; (**E**) Score 4: severe inflammation characterized by widespread infiltration with inflammatory cells, formation of crypt abscesses (arrows), mucosal thickening, submucosal cell infiltration, a decrease in goblet cells and destruction of architecture, H & E, 400×.

### 3.4. Colonic Gene Expression

A total of 31,439 probes were considered to be expressed for the post-weaning diet group comparisons (HH, LH *versus* HL, LL) and 31,447 probes were considered to be expressed for the pre-weaning diet group comparisons (HH, HL *versus* LH, LL), based on the criteria explained in the Experimental Section. 

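RNA from the proximal colon of 24 male IL-10 KO mice at 3 months of age was hybridized to 24 Illumina MouseWG-6 arrays, with 1 array for each mouse and 6 mice in each of the HH, HL, LH and LL groups. The first letter of a group name gives the pre-weaning diet of the mother and the second gives the post-weaning diet of the pup, at 5000 (H) or 25 (L) IU vitamin D_3_ per kg diet. The deposited data hold the raw signal intensity and a detection score for each of 45281 probes on each array, and the log2 values that the authors had quantile normalized. The raw intensities were log2 transformed and quantile normalized again here, and the result differed from the deposited log2 values by at most 0.000415. The mean raw intensity per array was 326 to 637 in HH, 309 to 499 in HL, 271 to 578 in LH and 245 to 589 in LL mice. The share of probes detected at a score above 0.99 was 29.5% to 37.0% in HH, 21.2% to 36.1% in HL, 23.5% to 34.7% in LH and 21.9% to 36.3% in LL mice. The number of arrays limits the precision of each comparison.
A single gene symbol was available for 34885 probes, and each gene was represented by its brightest probe. A probe was kept where its value lay above the 20th percentile of its array in at least 80% of the arrays of either group compared, which left 31298 probes for the post-weaning and 31308 for the pre-weaning comparison. Of these, 29937 were shared. Differences were fitted with limma on the log2 values with 1 mean for each group, and p-values were adjusted by the Benjamini-Hochberg procedure. The probe for Il10 (ILMN_1238505), the gene disrupted in this strain, was detected on 20 of the 24 arrays, at log2 values of 7.15 to 8.09. No wild-type array was analysed here and the place of this probe in the disrupted gene is not known, so this level does not check the genotype.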

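Among the genes with the smallest p-values for the post-weaning diet, Fam83e (ILMN_3161120) had a log2 intensity of 9.47 ± 0.21 (SD, n = 12) in HH and LH mice and 9.80 ± 0.22 (SD, n = 12) in HL and LL mice. Acsf3, which encodes a mitochondrial acyl-CoA synthetase, was at 8.08 ± 0.14 and 8.32 ± 0.17 (SD, n = 12 each) in the same order. Samsn1, an adaptor of hematopoietic cells, was at 8.26 ± 0.18 on the high and 7.93 ± 0.29 on the low diet (SD, n = 12 each), and Nipsnap3b at 8.98 ± 0.21 and 8.67 ± 0.23. For each of these 4 genes, all 12 mice on the high diet lay on the same side of the mean of the low-diet mice. For the pre-weaning diet, the interferon-induced gene Oas2 was at 7.57 ± 0.09 in mice of mothers on the high diet and 7.33 ± 0.17 in mice of mothers on the low diet (SD, n = 12 each), detected on 17 of 24 arrays.
None of these differences passed the adjustment for multiple testing. With limma, 0 of 31298 probes differed by post-weaning diet (smallest adjusted p = 0.944) and 0 of 31308 by pre-weaning diet (smallest adjusted p = 1). The interaction of both diets (0 of 37654 probes, smallest adjusted p = 1) and the test for any difference among the 4 groups (0 of 37654, smallest adjusted p = 0.998) also gave no probe. The 6 pairs of groups gave 0 probes as well. At an unadjusted p under 0.05 there were 1322 probes for the post-weaning diet, or 4.22% of those tested, with 656 higher and 666 lower on the high diet. There were 851 for the pre-weaning diet (2.72%), with 464 higher and 387 lower, 1108 for the interaction (2.94%) and 930 for the 4 groups (2.47%). Each of these shares is below what a threshold of 0.05 gives on average where no probe differs, but probes vary together and such shares vary widely. Of 100 relabelings of the mice, the real one included, 57 gave at least 1322 probes for the post-weaning and 96 at least 851 for the pre-weaning diet. Where the pairs of mice with the same mother's label were parted as in the real one, 33 and 98 of 100 did. Leaving out 1 array moved the unadjusted counts to as many as 2078 for the post-weaning diet, without the mouse LH 6A, and 1532 for the pre-weaning diet, without HL 2A.
The log2 difference of Fam83e was -0.33 (standard error 0.081) and that of Acsf3 -0.24 (standard error 0.061), with adjusted p = 0.944 from limma for both. A dimmer probe of Fam83e, detected on 23 arrays, had a difference of the opposite sign, 0.03 (limma, unadjusted p = 0.695). The other genes with the smallest p-values and lower levels on the high post-weaning diet were Numbl, Hps4 and the keratin gene Krt12, with differences of -0.11, -0.15 and -0.20. Those with higher levels were Cetn2, which encodes a centrin, the odorant receptor gene Olfr792 and Cd180, with differences of 0.23, 0.13 and 0.13. The other probe of Hps4 and 1 of the 2 other probes of Cd180 had differences of the opposite sign. Olfr792 and Numbl were detected on 0 arrays and Cd180 on 3.
For the pre-weaning diet the genes with the smallest p-values beside Oas2 were Zfp593, Gid4, Pcdhb6 and Pdhx, which had differences of 0.10 to 0.16, and Fbxw19, Bsph1, Cyp2r1, Pyroxd2 and Olfr1188, which had differences of -0.13 to -0.11. These 9 genes were detected on 0 arrays, and 2 of 3 other probes of Gid4, the other probe of Pcdhb6 and both other probes of Pyroxd2 had differences of the opposite sign. For the interaction they were Tes3-ps, Barx2, Asb17, 4930523O13Rik and Zc4h2 on the positive and Npm2, Ablim3, Nop16, Npffr1 and Apba2 on the negative side, detected on 0 to 11 arrays, and 2 of 5 other probes of Ablim3 had positive differences.
The median half-width of the 95% confidence interval of a log2 difference was 0.121 for either diet and 0.212 for the interaction. This median includes many probes near background. At the 95th percentile of the probes tested, the half-width was 0.324 for either diet and 0.617 for the interaction. On simulated data with the spread of these arrays, the same test found 92.4% of probes changed by 1 on the log2 scale, 50.7% of those changed by 0.5 and 10.4% of those changed by 0.25 for the post-weaning diet. For the interaction it found 37.9%, 4.48% and 0% in the same order. The changes were planted together, in 66, 67 and 67 probes in the same order, all well above the array median of 7.17. Each simulated probe varied independently of the others, which probes on the real arrays do not. These rates therefore need not hold for dim probes or for the real data.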

There were no differentially expressed genes among the four vitamin D interventions and there was no clustering of samples based on their gene expression profiles (Figure S1).

### 3.5. Colonic VDR Expression

In male but not female offspring, the immunoactivity of VDR staining (Figure 2) in the HH (score 4.1 ± 0.2), HL (score 3.6 ± 0.2) and LH (score 3.9 ± 0.2) groups were strongest, with weaker immunoactivity (*p* < 0.001) in the LL (2.7 ± 0.3) group compared to all other interventions.

### 3.6. Cytokine Analysis

There were no significant differences in serum IL-1α, IL-6, IL-17 and TNF-α in male and female offspring (Table 3). However, male mice exposed to low vitamin D_3_ pre-weaning had higher levels of IL-6 than male mice exposed to high vitamin D_3_ in early life (*p* = 0.01).

**Figure 2:**
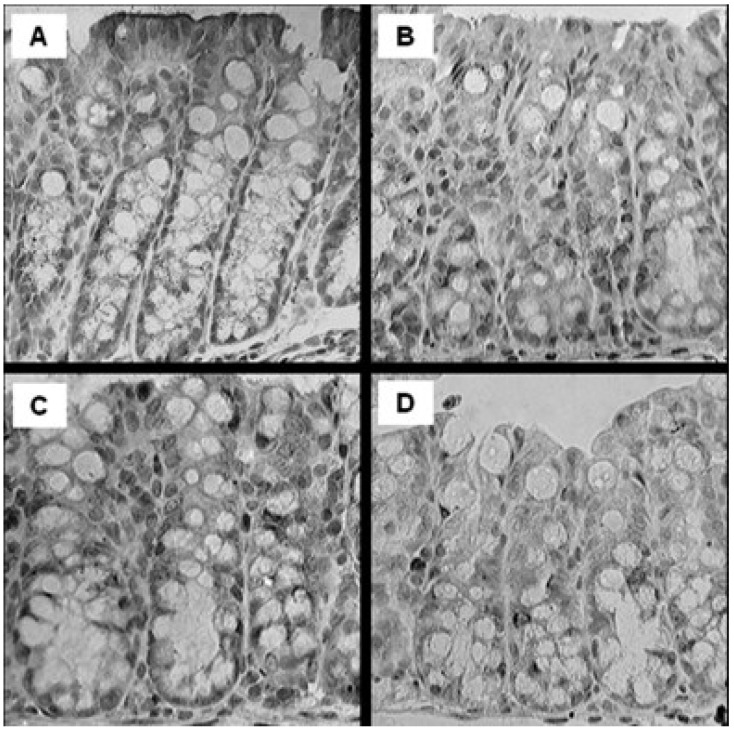
Representative microphotography of proximal colonic VDR expression in male offspring IL-10 KO mice fed diet supplemented with high vitamin D or low vitamin D. (A) Group HH; (B) Group HL; (C) Group LH; (D) Group LL. 400×. Showing mucosa layer only. *n* = 13/group.

### 3.7. Serum Bone Markers and Femur and Lumbar Vertebrae Outcomes

There were no significant differences in serum RANKL and OPG concentrations among male mice (Table 4). Among females, RANKL was significantly higher (*p* < 0.01) in the LL group compared to the HL group with no significant differences in OPG (Table 4). There were no differences in BMC or BMD of the whole femur, 1/3 proximal femur and lumbar vertebrae 4 in either sex (Table 4). Similarly, peak load at the femur midpoint, femur neck and lumbar vertebrae did not differ among groups for either sex (Table 4). Dams who consumed a high vitamin D_3_ diet (H: 20.6 ± 0.5 N) for three weeks prior to breeding and throughout pregnancy and lactation had a higher (*p* = 0.006) peak load at the femur midpoint compared to those who consumed a low vitamin D_3_ diet (L: 18.3 ± 0.6 N). Femur neck peak load (H: 9.2 ± 0.5 N, L: 10.4 ± 0.4 N, *p* = 0.10) and LV2 (H: 47.3 ± 1.7 N, L: 44.6 ± 1.2 N, *p* = 0.21) of dams did not differ between groups.

**Table 4:** Bone outcomes of offspring at three months of age: serum markers, biomechanical bone strength, and bone mineral content and density.

Bone Outcomes	HH	HL	LH	LL	*Mother’s Diet*	*Pup’s Diet*	*Interaction*
**Females**							
RANKL (pg/mL)	115 ± 10 ^a,b^	87 ± 10 ^a^	115 ± 9 ^a,b^	139 ± 10 ^b^	0.009	0.85	0.01
OPG (pg/mL)	1795 ± 182	1829 ± 182	1501 ± 172	1681 ± 193	0.23	0.56	0.68
OPG/RANKL ratio	16 ± 2	25 ± 5	12 ± 2	13 ± 2	0.004	0.06	0.16
Femur midpoint yield load (N)	10.1 ± 0.2	8.7 ± 0.4	9.4 ± 0.3	9.1 ± 0.4	0.66	0.005	0.11
Femur midpoint peak load (N)	19.8 ± 0.6	18.4 ± 0.4	18.6 ± 0.6	18.2 ± 0.4	0.17	0.09	0.34
Femur neck peak load (N)	10.0 ± 0.4	9.6 ± 0.4	10.1 ± 0.4	9.8 ± 0.3	0.71	0.33	0.84
LV_2_ peak load (N)	45.4 ± 1.9	44.1 ± 1.5	47.3 ± 1.5	46.2 ± 1.4	0.21	0.45	0.95
Whole femur BMC (mg)	20.7 ± 0.74	19.8 ± 0.89	19.1 ± 0.73	19.1 ± 0.94	0.20	0.92	0.34
Whole femur BMD (mg/mm^2)^	6.49 ± 0.16	6.41 ± 0.19	6.23 ± 0.18	6.18 ± 0.18	0.15	0.67	0.92
1/3 prox. femur BMC (mg)	7.92 ± 0.24	7.62 ± 0.33	7.27 ± 0.25	7.52 ± 0.32	0.20	0.92	0.34
1/3 prox. femur BMD (mg/mm^2^)	6.95 ± 0.15	6.87 ± 0.18	6.72 ± 0.19	6.62 ± 0.16	0.17	0.62	0.96
LV_4_ BMC (mg)	6.20 ± 0.39	6.49 ± 0.21	5.95 ± 0.38	5.63 ± 0.35	0.10	0.96	0.36
LV_4_ BMD (mg/mm^2^)	5.48 ± 0.01	5.73 ± 0.16	5.25 ± 0.29	5.29 ± 0.26	0.26	0.62	0.72
**Males**							
RANKL (pg/mL)	116 ± 10	119 ± 10	119 ± 10	109 ± 10	0.74	0.72	0.49
OPG (pg/mL)	2016 ± 214	1992 ± 226	2027 ± 240	2154 ± 226	0.70	0.82	0.74
OPG/RANKL ratio	19 ± 2	18 ± 4	20 ± 5	22 ± 4	0.52	0.89	0.77
Femur midpoint yield load (N)	10.5 ± 0.26	9.95 ± 0.28	1.50 ± 0.02	10.36 ± 0.36	0.22	0.11	0.91
Femur midpoint peak load (N)	21.84 ± 0.60	20.45 ± 0.50	10.83 ± 0.35	21.41 ± 0.76	0.91	0.43	0.18
Femur neck peak load (N)	9.82 ± 0.38	9.30 ± 0.43	10.82 ± 0.54	10.08 ± 0.58	0.07	0.20	0.82
LV_2_ peak load (N)	51.6 ± 1.3	47.4 ± 1.3	51.7 ± 1.5	49.9 ± 2.2	0.43	0.07	0.44
Whole femur BMC (mg)	20.4 ± 0.49	19.8 ± 1.02	21.8 ± 0.76	19.5 ± 0.66	0.56	0.07	0.22
Whole femur BMD (mg/mm^2^)	6.18 ± 0.12	6.11 ± 0.18	6.46 ± 0.17	5.96 ± 0.12	0.65	0.07	0.16
1/3 prox. femur BMC (mg)	8.00 ± 0.22	7.71 ± 0.37	8.38 ± 0.31	7.64 ± 0.34	0.61	0.10	0.48
1/3 prox. femur BMD (mg/mm^2^)	6.63 ± 0.13	6.53 ± 0.19	6.88 ± 0.18	6.47 ± 0.13	0.54	0.12	0.33
LV_4_ BMC (mg)	6.30 ± 0.27	5.60 ± 0.21	6.39 ± 0.39	5.98 ± 0.25	0.17	0.55	0.56
LV_4_ BMD (mg/mm^2^)	5.12 ± 0.24	5.04 ± 0.18	5.29 ± 0.28	4.91 ± 0.10	0.93	0.27	0.46

Data are means ± SEM. Means in a row with superscripts without a common letter differ; *p* ≤ 0.05. Serum bone markers (*n* = 9–10/group); bone strength outcomes (*n* = 14–16/group), BMC and BMD (*n* = 10/group).

## 4. Discussion

Our study demonstrated that high dietary vitamin D_3_ does not mitigate intestinal inflammation or concomitant bone abnormalities in the IL-10 KO mouse model. Since this was a first study using the IL-10 KO mouse to study the effect of a dietary vitamin D_3_ intervention, a low and a high level of dietary vitamin D_3_ was specifically chosen to elucidate potential biological responses [22]. Thus, even the high level of dietary vitamin D_3_—that resulted in markedly elevated serum 25(OH)D levels—was not sufficient to regulate colonic gene expression. 

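Several genes through which vitamin D acts in the intestine were at or near background on these arrays. Cyp24a1, the 24-hydroxylase that inactivates vitamin D and is among its most inducible targets, was detected on 0 of 24 arrays, with log2 values of 7.06 ± 0.09 in HH, 7.09 ± 0.03 in HL, 7.10 ± 0.20 in LH and 7.08 ± 0.11 in LL mice (SD, n = 6 each). This is the level of undetected probes, whose median was 7.07. Trpv6, the apical calcium channel, was detected on 9 arrays and was at 7.35 ± 0.22 in HH and LH and 7.32 ± 0.27 in HL and LL mice (SD, n = 12 each), and both of its other probes, detected on 5 arrays and 1 array, were lower on the high diet. S100g, which encodes the calcium-binding protein calbindin-D9k, and Cyp27b1, the 1-alpha-hydroxylase that activates vitamin D, were each detected on 0 arrays, and Cyp27b1 did not pass the filter on expressed probes.
Of 21 expressed genes in a list of intestinal vitamin D targets, 10 were higher and 11 lower on the high post-weaning diet, and 0 passed limma's test, also 0 when adjusted over the list alone. The median log2 difference was -0.01, and 0.03 after background correction by neqc or under median scaling without quantile normalization. Camera in limma, a test of a list against the other genes, gave an adjusted p of 0.897. The members with the smallest p-values were Slc8a1, a sodium-calcium exchanger, with a log2 difference of -0.17, the pore-forming claudin gene Cldn2 with 0.16, Cyp3a44 with 0.07 and the phosphate transporter gene Slc20a1 with -0.08 (adjusted p = 0.944 from limma for each). A dimmer probe of Slc8a1 detected on 17 arrays differed by -0.18, and the other dimmer probes of Slc8a1 and Slc20a1, each detected on at most 1 array, had differences above 0. By pre-weaning diet, 13 of 22 target genes were higher and 9 lower in mice of mothers on the high diet (camera, adjusted p = 0.983). Slc20a1 was at 7.52 ± 0.17 in these mice and 7.34 ± 0.20 in mice of mothers on the low diet (SD, n = 12 each; limma, unadjusted p = 0.0183, adjusted p = 1).
In a list of calcium and phosphate transport genes, 8 of 15 were higher on the high post-weaning diet (camera, adjusted p = 0.556) and 10 of 15 were higher with the high pre-weaning diet (camera, adjusted p = 0.995). Of 12 expressed genes of the vitamin D receptor and of vitamin D metabolism, 5 were higher and 7 lower on the high post-weaning diet (camera, adjusted p = 0.764). They include Rxrb, a nuclear receptor that can pair with the vitamin D receptor, at 9.29 ± 0.28 on the high and 9.59 ± 0.50 on the low diet (SD, n = 12 each; limma, adjusted p = 0.944), and the 25-hydroxylase gene Cyp27a1, with a difference of -0.14. The 2 other probes of Rxrb differed by -0.03 (detected on 21 arrays; limma, unadjusted p = 0.666) and -0.04 (detected on 0 arrays; limma, unadjusted p = 0.26). By pre-weaning diet, 6 were higher and 6 lower (camera, adjusted p = 0.995). Adjusted over the list alone, 1 of the 12 passed, the 25-hydroxylase gene Cyp2r1 (limma, adjusted p = 0.0247, log2 difference -0.13, with 11 of the 12 mice of mothers on the high diet below the mean of the others), a probe at the level of background that was detected on 0 arrays. The mean of the receptor and metabolism list followed the share of probes detected on an array (r = 0.773, permutation p = 3e-05, rho = 0.621, permutation p = 0.00155, n = 24). For the 28 such relations computed, 1 per list, the adjusted p-values of this list were 0.00084 for r and 0.0434 for rho, and r was 0.715 without the 2 arrays farthest from the median. The detected share was 32.5% on the high and 31.4% on the low post-weaning diet (permutation p = 0.573, two-sided).
The paper states that the high level of dietary vitamin D_3_, with its higher serum 25(OH)D, was not sufficient to regulate gene expression in the colon. It adds that serum 1,25(OH)D_3_ was not measured, and proposes that its formation could be impaired in this model.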

Since serum concentrations of 25(OH)D_3_ are a strong predictor of serum 1,25(OH)D_3_ concentrations [28], serum 1,25(OH)D_3_ would be expected to be markedly higher with the high vitamin D diet. The circulating level of 1,25(OH)D_3_ from our study is estimated to be >200 pmol/L based on previous study by others that fed mice the same level of vitamin D used in the present study [22]. Because serum 1,25(OH)D_3_ was not directly measured, it is possible that the conversion to 1,25(OH)D_3_ is compromised in the IL-10 KO model and may thereby explain the lack of effect. Moreover, while we specifically measured inflammation in the colon, a highly inflamed site in this mouse model and also an intestinal region that is exposed to a significant antigenic load, the small intestine (jejunum) may have been more responsive to the intervention [7]. Others studying the effects of 1,25(OH)D_3_, in IL-10 KO mice have shown jejunum to be responsive without reporting effects in colon [20]. Of note is that the diet was supplemented with calcium, double the level of calcium provided in AIN93G and in the present study, as the authors noted that 1,25(OH)D_3_ attenuates autoimmune encephalomyelitis to a greater extent in the presence of supplemental calcium [20]. Intervention with 1,25(OH)D_3_ in combination with supplemental calcium has also been shown to downregulate production of TNF-α in the colon [19]. These findings suggest that the active form of vitamin D_3_ as well as supplemental calcium may be needed to elicit an effect in this mouse model.

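Vdr mRNA, which encodes the vitamin D receptor, was detected in the proximal colon of all 24 males and had similar levels in the 4 groups. The brightest of its 3 probes (ILMN_2445166) had a log2 intensity of 10.79 ± 0.25 in HH, 10.84 ± 0.35 in HL, 10.68 ± 0.47 in LH and 10.78 ± 0.45 in LL mice (SD, n = 6 each). LL mice differed from the mean of the other groups by 0.01 on the log2 scale, with a 95% confidence interval of -0.35 to 0.37, less than the spread between mice within a group. The adjusted p from limma was 1, and a two-sided permutation test gave p = 0.956.
The other two probes of Vdr gave differences of 0.07 (95% confidence interval -0.29 to 0.42, permutation p = 0.706) and 0.06 (95% confidence interval -0.36 to 0.47, permutation p = 0.785), and limma's adjusted p was 1 for both. By post-weaning diet, Vdr was at 10.74 ± 0.36 on the high and 10.81 ± 0.39 on the low diet (SD, n = 12 each), and by pre-weaning diet at 10.81 ± 0.29 and 10.73 ± 0.44, where 1 of the other probes had a difference of the opposite sign. These are levels of mRNA in whole tissue, and a difference in LL mice within the confidence interval above is not excluded with 6 mice in a group.

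**Figure D1:**
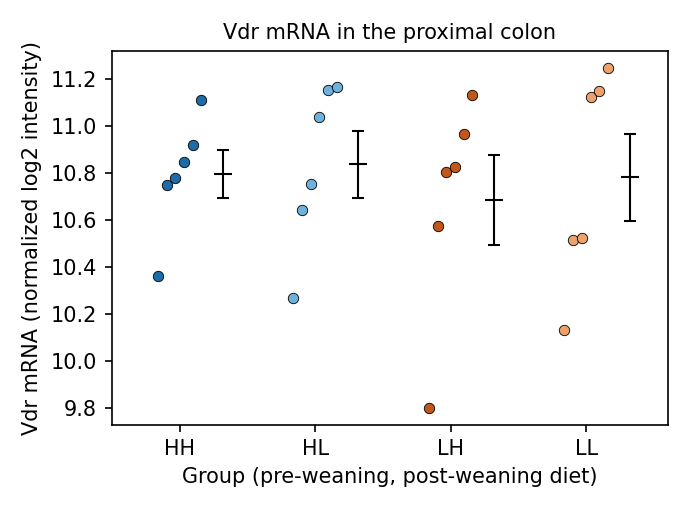
Vdr mRNA in the proximal colon as normalized log2 intensity (vertical axis) in the HH, HL, LH and LL groups (horizontal axis). Each point is 1 mouse, ordered by value within its group, and the bar beside the points is the mean ± SEM of 6 mice; the LL mice have a mean of 10.78 and lie within the range of the other groups' mice or close above it.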

The gene expression findings in this study were unexpected because there was significantly lower protein level of VDR in the proximal colon of LL offspring. The lower colonic VDR expression suggests that lifelong exposure to low vitamin D may be detrimental to intestinal health. VDR KO mice have impaired immunity and are more susceptible to IBD when given a chemical insult [29]. Furthermore, IL-10/VDR double KO mice have a more severe form of disease [19]. Therefore, if the mice in this study were administered a chemical insult or pathogen, the LL group may be more susceptible to these insults. Interestingly, a study investigating the effects of the VSL#3 probiotic mixture on gene expression in IL-10 KO mice discovered differentially expressed genes and a reduced histopathology score in the caecum, but not in the colon, between the control and probiotic treated mice [30]. The researchers explained that the finding of no effect in the colon may be due to the differences in microbial retention and colonization between the gut segments studied, or that there was a lower level of inflammation in the caecum. 

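Several inflammatory mRNAs had higher mean levels in mice fed the high diet post-weaning, without passing a test. Il1b, the gene of the cytokine IL-1β, was at 9.41 ± 0.71 in HH and LH mice and 8.77 ± 0.65 in HL and LL mice (SD, n = 12 each), and 11 of the 12 mice on the high diet lay above the mean of those on the low diet. Mmp3, a matrix metalloproteinase gene, was at 8.67 ± 0.54 and 8.08 ± 0.46, and Il1a at 7.49 ± 0.30 and 7.23 ± 0.19, in the same order. Among epithelial genes, Slc51a, a subunit of the basolateral bile acid transporter, was at 8.32 ± 0.30 on the high and 9.06 ± 0.82 on the low diet, and its partner Slc51b at 10.35 ± 0.32 and 10.64 ± 0.29. The log2 differences of Il1b, Mmp3, Il1a, Slc51a and Slc51b were 0.64, 0.59, 0.27, -0.74 and -0.29, with adjusted p = 0.944 from limma for each.
Of 44 expressed colitis inflammation markers, 36 were higher and 8 lower on the high post-weaning diet, with a median log2 difference of 0.08 (camera, adjusted p = 0.398 with an estimated correlation). The chemokine gene Ccl20 differed by 0.20 and the acute-phase gene Saa2 by -0.20. All 6 cytokine genes named by the paper were higher (camera, adjusted p = 0.398), Tnf by 0.08, Ifng by 0.06, Il6 by 0.05 and Il17a by 0.03. Of the macrophage and neutrophil markers, 19 of 20 were higher, among them Cd14 by 0.24 and the lysozyme gene Lyz2 by 0.33 (camera, adjusted p = 0.398). Of the TNF-alpha and NF-kappaB targets, 20 of 27 were higher, with Cxcl2 at 0.40 and Nfkbia at 0.20 (camera, adjusted p = 0.398). Of the T cell markers, 13 of 20 were higher, including Cd3g by 0.30 (camera, adjusted p = 0.622), and of the B cell and plasma cell markers 12 of 16, including Cxcr5 by 0.18 (camera, adjusted p = 0.398). Genes of the interferon-gamma response and MHC class II were divided, 14 higher and 11 lower (camera, adjusted p = 1), with H2-Aa at 0.14 and Socs1 at -0.20.
Of the colonocyte markers 10 were higher and 16 lower (camera, adjusted p = 0.73), of the goblet cell markers 7 and 8 (adjusted p = 0.622) and of the epithelial junction genes 9 and 10 (adjusted p = 0.79), where the claudin gene Cldn7 differed by -0.20. The medians of these 3 lists were -0.03, -0.003 and -0.01, and lay above 0 under median scaling without quantile normalization. Of the cholesterol synthesis genes 13 of 16 were higher, among them Insig1 by 0.28 and Msmo1 by 0.30 (adjusted p = 0.398). Smooth muscle markers were lower for 13 of 15 genes, with Des at -0.37 and Synm at -0.46 (adjusted p = 0.398).
By pre-weaning diet several of these lists ran the other way. With the high diet, all 6 cytokine genes were lower and 14 of 15 smooth muscle markers were higher (camera, adjusted p = 0.959 for both), and 16 of 26 colonocyte markers were higher (adjusted p = 0.995). Lower levels were also found for 33 of 43 colitis inflammation markers, 15 of 16 cholesterol synthesis genes and 17 of 26 TNF-alpha and NF-kappaB targets (adjusted p = 0.959 for each) and for 14 of 21 macrophage and neutrophil markers (adjusted p = 0.995). The medians of these 4 lists were -0.07, -0.12, -0.06 and -0.03, and 0.04, 0.07, 0.07 and 0.10 under median scaling without quantile normalization. Tnf differed by -0.22, the anti-apoptotic gene Birc3 by -0.25 and Mvd by -0.25 (limma, adjusted p = 1 for each).
One other probe each of Lyz2, Cxcr5 and Synm, detected on 0 arrays, had a difference of the opposite sign. By post-weaning diet, the Insig1 probes detected on 18 and 20 arrays differed by only 0.09 and 0.02. The other probe of Cxcl2, detected on 11 arrays, differed by 0.12. Adjusted over the list alone, 0 genes of these lists passed limma's test for either diet. None of the 28 lists passed camera for either diet or for the interaction of both diets with the correlation between genes estimated from the data, where the smallest adjusted p-values were 0.398, 0.959 and 0.99. With a preset correlation of 0.01, 11 lists passed for the post-weaning diet, 3 for the pre-weaning diet and 0 for the interaction, and no call holds with the estimated correlation. Fry called 0 lists for each of these comparisons, with smallest adjusted p-values of 0.521, 0.98 and 0.969. Of the 11, the colitis inflammation, cytokine, macrophage and neutrophil, TNF-alpha and NF-kappaB, B cell, cholesterol synthesis and crypt proliferation lists and the genes named by the paper were shifted up, and the smooth muscle, exocrine pancreas and adipocyte lists down. The 11 are not all separate, as the cytokines named by the paper are also among the genes named by it. In 3 mice, HH 10B, HL 10B and LL 6, the colitis inflammation list was the lowest and the colonocyte and smooth muscle lists the highest of all 24. Leaving out single mice moved several shifts, and only moves of over 1.5 times are given. HH 10B was on the high post-weaning diet and HL 10B and LL 6 on the low. These mice thus pull the post-weaning differences of these lists in opposite ways. Without HH 10B the post-weaning difference for colitis inflammation is larger, by under 1.5 times. The post-weaning difference in list mean went from 0.13 to 0.08 for colitis inflammation, from 0.14 to 0.07 for macrophages and neutrophils and from 0.09 to 0.06 for TNF-alpha and NF-kappaB targets without HL 10B, and from 0.14 to 0.09 for macrophages and neutrophils and from -0.17 to -0.11 for smooth muscle without LL 6. The pre-weaning difference went from -0.09 to -0.02 for colitis inflammation without HH 10B and to -0.03 without HL 10B, and for macrophages and neutrophils from -0.05 to values above 0 without either. It also went from -0.06 to -0.03 for TNF-alpha and NF-kappaB targets without either, from -0.12 to -0.06 for the cytokines without HH 10B, and for smooth muscle from 0.11 to 0.07 without HH 10B, to 0.05 without HL 10B and to 0.18 without LL 6. For macrophages and neutrophils it was -0.10 without LL 6, -0.09 without HL 10 and -0.03 without LH 6A, LL 2C or LL 3B. For colonocytes the pre-weaning difference went from 0.03 to values just below 0 without HH 10B, HL 10B or LL 3B, and to 0.09 without LL 6. The post-weaning difference for colonocytes went from -0.07 to -0.02 without LL 6 and to -0.11 without HH 10B.

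**Figure D2:**
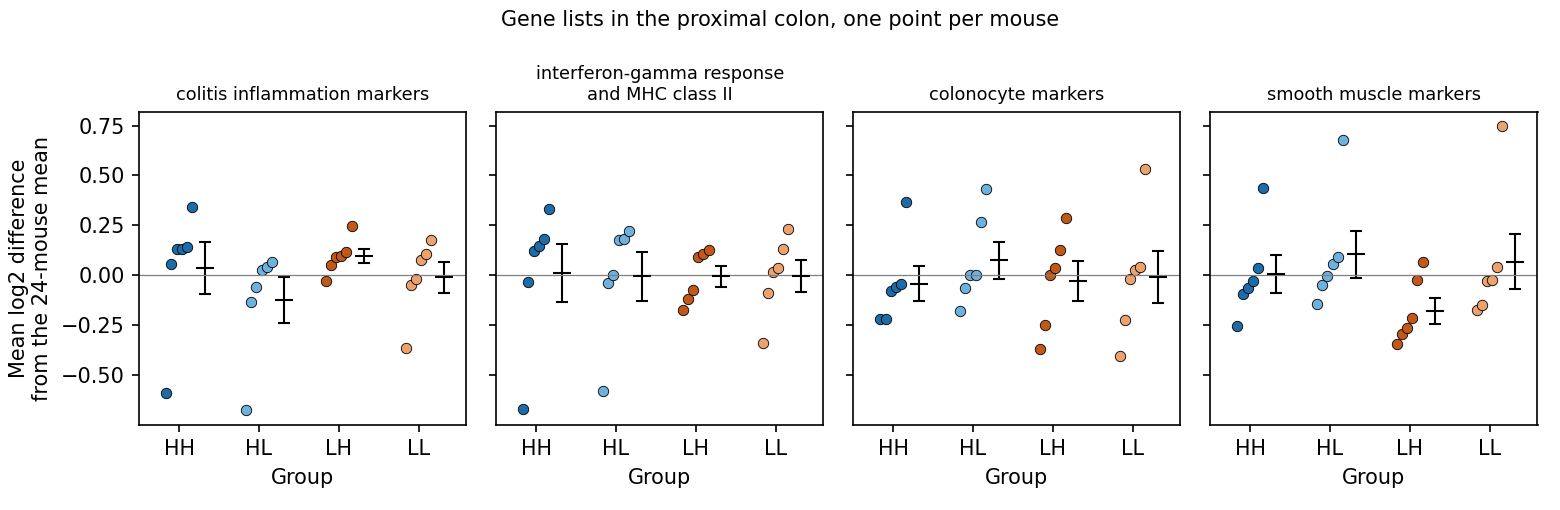
Mean log2 difference of the expressed genes of 4 lists from their mean over 24 mice (vertical axis) in the HH, HL, LH and LL groups (horizontal axis). Each point is 1 mouse and the bar beside the points is the mean ± SEM of 6 mice; the inflammation list lies at -0.587 in an HH, -0.676 in an HL and -0.363 in an LL mouse, below the other 21 mice at -0.134 to 0.34.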

Perhaps this is also why there were no differences in gene expression or histopathology scores in the colon in our study.

While bone abnormalities have been previously reported in both male and female IL-10 KO mice compared to wild type at three months of age [8,31], there were only modest differences in bone outcomes among IL-10 KO groups receiving different levels of vitamin D_3_. These findings suggest that the normal level of calcium in both diets (5000 mg/kg diet) may compensate for the lower vitamin D in the diet. The dietary calcium requirements for mice are not particularly evidence-based with respect to bone health [32] and were largely based on preventing kidney calcification that was common with the previous diet (AIN76). In developing the current AIN93G diet, Reeves *et al.* [32] compared the current level of 5000 mg/kg diet (or 0.5%) to a higher (0.67% calcium) and lower level of calcium (0.33%) while maintaining a calcium to phosphorus molar ratio of 1.3 to prevent kidney calcification. The sole outcome of bone health was tibia content of calcium, phosphorus and magnesium content. The level of calcium in tibia was similar, despite the range of intakes (0.33%–0.67% calcium) and supports the fact that calcium may be present in excess of need for bone development. Our previous study showed that skeletal sites that differ in the amount of trabecular or cortical bone such as femur midpoint and lumbar vertebra, are compromised in IL-10 KO mice compared to wild type mice, but only vertebra have both a lower quantity of bone mineral and reduced strength [8]. In the present study, in which mice were the same age as those in the previous study that showed that bone abnormalities are present at three months of age [8], the only benefit to bone was observed in female offspring consuming a high vitamin D_3_ diet post-weaning. These females had a significantly higher yield load at the femur midpoint—a site mainly composed of cortical bone—compared to those consuming a low vitamin D diet. That there was no benefit to lumbar vertebra, a site that tends to be more responsive to dietary interventions, is interesting and may be due to the fact that the mice are undergoing overall rapid body growth, as well as cortical bone growth. The fact that most bone outcomes do not differ despite the markedly lower serum 25(OH)D_3_ emphasizes the need to better understand requirements of vitamin D in mice and the potential influence of altering or not altering the level of calcium in a widely-used control diet (AIN93G). Dams supplemented with high vitamin D_3_ had higher peak load at the femur midpoint compared to the low vitamin D group_3_, suggesting that the vitamin D intervention was of sufficient duration to modulate bone health.

Choice of model system for studying intestinal inflammation and bone health modulates the effect of a dietary vitamin D_3_ intervention. For example, others have used an adoptive IL-10^−/−^ CD4+ T cell transfer model of chronic colitis in which piroxicam is administered to induce acute colitis [33]. In this study, a high (5000 IU/kg diet) or low (1000 IU/kg diet) dietary vitamin D_3_ was administered for 12 days after a seven-day intervention with piroxicam and showed that high vitamin D_3_ exacerbated the effect of colitis on bone metabolism [33]. Of note is that administering piroxicam resulted in a more severe phenotype than in our study as body weight loss was approximately 20% after administration. We observed no loss in body weight throughout the study.

The higher level of serum RANKL in the LL group of females compared to the HL group, indicates a potential protective effect of bone health with a diet high in vitamin D_3_ during early life. It is not clear why this relationship was not observed among males. RANKL is a member of the TNF cytokine family and functions as a key factor for osteoclast differentiation and activation, indicating a higher level may be detrimental to bone health [34]. Furthermore, there was an effect of mother’s diet on the ratio of OPG to RANKL in female offspring. Females exposed to high vitamin D_3_ pre-weaning had a higher ratio compared to those exposed to low vitamin D_3_ pre-weaning. This effect did not persist at three months of age but suggests that early-life exposure to supplemental vitamin D_3_ may be beneficial for bone health. Patients with juvenile osteoarthritis with bone erosions have been found to have a lower ratio of OPG to RANKL than patients with juvenile osteoarthritis without bone erosions, indicating a lower ratio is suggestive of bone damage [34].

## 5. Conclusions

In conclusion, supplementation with vitamin D_3_ beginning early in life did not attenuate intestinal inflammation while low vitamin D_3_ throughout life resulted in lower colonic VDR expression in the colon. Moreover, there were no effects on BMC and BMD and only modest effects on bone strength. Supplementation with vitamin D_3_ rather than pharmacological 1,25(OH) D_3_ may not be potent enough to exert anti-inflammatory effects in this model of IBD.

## Supplementary Files

Supplementary File 1

# Supplementary material for: Long-Term Vitamin D3 Supplementation Does Not Prevent Colonic Inflammation or Modulate Bone Health in IL-10 Knockout Mice at Young Adulthood
**Source:** Nutrients. 2014 Sep 22;6(9):3847–62. doi: 10.3390/nu6093847

**Supplementary Information**

**Figure S1.** This dendogram shows the hierarchical clustering (unsupervised; Pearson centered correlation with average linkage rules) of proximal colon transcriptomes obtained from microarray analysis of 24 samples (*n* = 6 males/group). Numbers indicate each male mouse within each group.

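The first 2 branches of the tree held mice of every group when the 24 arrays were clustered again by the stated rules. The first branch had 13 mice, 4 HH, 3 HL, 3 LH and 3 LL. The second had 11 mice, 2 HH, 3 HL, 3 LH and 3 LL. Mice of mothers on the high diet made up 7 of the 13 and 5 of the 11, and so did mice on the high post-weaning diet (Fisher's exact test, two-sided, p = 1 for each diet). This test was chosen after the published tree was seen.
Over 37654 probes expressed in at least 1 group, the mean distance, taken as 1 minus the correlation of median-centred log2 values, was 1.018 between mice of the same pre-weaning diet and 1.007 between mice of different pre-weaning diets (permutation test, p = 0.597). By post-weaning diet it was 1.016 within and 1.008 between diets (permutation p = 0.556), and by the 4 groups 1.038 within and 1.005 between (permutation p = 0.866). These permutation tests are one-sided for a larger distance between groups. They permute the labels freely, although the 4 pairs of mice with the same mother's label always share the pre-weaning and differ in the post-weaning diet. The mean distance was 0.732 within these pairs and 1.00 in other pairings. This works against finding a larger distance between post-weaning diets or the 4 groups, and toward it for the pre-weaning diet. The closest pair was an HL and an LL mouse with different mother's labels, at a distance of 0.360, followed by an HH and an HL mouse with the same mother's label at 0.365. In this second pair H2-DMb1, a gene of MHC class II, had log2 intensities of 10.39 and 10.63, below an LL mouse at 10.72 and the other 21 mice at 10.80 to 11.65. H2-Aa, also of MHC class II, was at 13.24 and 13.18 in the pair, within the range of the same 21 mice, 13.15 to 14.26. The median share of probes detected was 35.3% in the first branch and 29.4% in the second.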

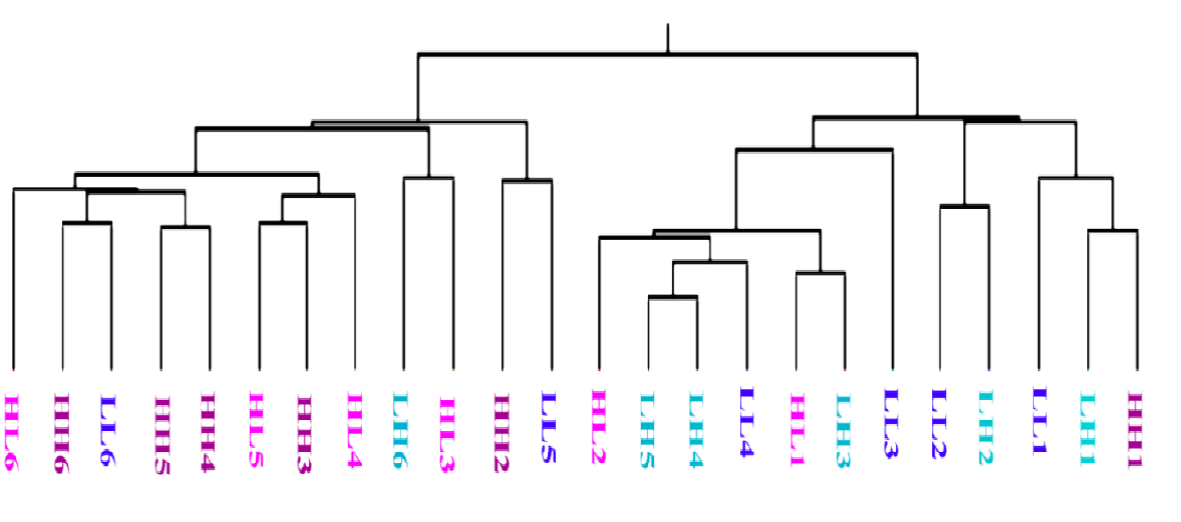

**Supplement:** Supplementary File 1

How the deposited data were processed for this re-analysis (not part of the article)

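RNA from the proximal colon of 24 male IL-10 KO mice, 6 in each of the HH, HL, LH and LL groups, was measured at 3 months on 24 Illumina MouseWG-6 arrays. The deposited intensity values are the average signal of each probe on a linear scale, exported by the authors without normalization. The deposited detection score of each probe and array lies between 0 and 1 and is 1 minus the detection p, as tested on the values; the authors do not state the software that exported it. The deposited log2 values were quantile normalized over the 24 arrays and log2 transformed by the authors in GeneSpring. The methods also name a median centring of each probe, which the deposited log2 values do not carry.
The deposited intensity values were log2 transformed and quantile normalized again. The Pearson correlation between arrays was 0.940 to 0.992, and no arrays were identical. The 20th percentile of the normalized values was 7.03, the median 7.17 and the median of probes detected on 0 arrays 7.07, so that values near 7.1 are at background and small differences there carry little information. Of 45281 probes, 34885 had 1 gene symbol, 18 had several and 10378 had none; 34807 were matched by gene identifier to the annotation and 0 symbols were updated, giving 19057 genes. A probe counted as detected at a score above 0.99. No per-sample column was left unused.
Groups were taken from the sample labels. The label of each mouse also names its mother, and 4 of the 20 mothers' labels are shared by 2 mice of different post-weaning diet. Mice are named by group and mother's label, such as HH 10B. The shared label marks a shared mother and was used as a random block in an alternative. The chip that held each array is not given, so no batch could be tested.
Computations used R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and figures used Python 3.11.15 with matplotlib 3.10.9 and numpy 2.4.6. Limma fitted 1 mean for each group, and contrasts gave the post-weaning diet, the pre-weaning diet, the interaction of both, the 6 pairs of groups, any difference among the groups, and LL against the mean of the other groups for Vdr. A probe was tested where it lay above the 20th percentile of its array in at least 80% of the arrays of either group, and calls were made at a Benjamini-Hochberg adjusted p under 0.05. Single values were compared by 100000 permutations, for which 1e-05 is the smallest p that can be given. Clustering used median-centred values, 1 minus the Pearson correlation and average linkage. The test for probes was checked on simulated data with changes of 0.25, 0.5 and 1 on the log2 scale.
The 28 gene lists were written before the data were examined and tested by camera with the correlation between genes estimated from the data; a preset correlation of 0.01 and fry, a rotation test of the list's own genes, were alternatives. The 16 lists whose members are named were chosen after their results were seen. Genes were named by a rule set before the data were examined: genes named by the paper; for each diet and the interaction the 5 genes with the smallest p in each direction; up to 4 members with the smallest p of each list discussed; and Cyp24a1, Cyp27b1, Trpv6 and S100g. Xist and the pancreas genes were named after their values were seen.
Alternatives set before the data were examined changed the background correction, normalization, filter, spread, set test, block, distance and probes, added the colitis inflammation list as a covariate, or left out each array in turn. The share of probes detected as a covariate, and leaving out the 3 arrays with the lowest share, were added after the data were seen. Where neither value of a result passed the threshold, it was counted as the same unless a gene's sign turned and its value moved by over 1 standard error; this convention was chosen after the results were seen.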

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

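The test on pairs of probes in the first pattern was written before its result was seen; the other tests in this part were chosen after the result was seen. The 2 replaced tests of the second pattern are given with their first values, and its test on the arrays with the lowest detected share was added last.
Within groups of 6 mice, 28 values lay far from the other 5 mice, among 288 groups of values tested, where chance gives about 14.4. The rule was a gap to the nearest mouse that was large against the range of the group (Dixon's test). Of the 28, 21 were among 112 groups of list means and 7 among 172 groups of single genes. At the same rate, the 7 for single genes are no more than chance gives. In HH 10B the far values were the list means of colitis inflammation (-0.5875), interferon-gamma response and MHC class II (-0.6708), macrophage and neutrophil (-0.5349), T cell (-0.2135), TNF-alpha and NF-kappaB (-0.3643) and colonocyte (0.3658) genes and Tnf (7.142). In HL 10B they were colitis inflammation (-0.6759), interferon-gamma response and MHC class II (-0.5783), smooth muscle (0.6772), goblet cell (0.313) and enteric neuron and glia (0.1918) genes. In LL 6 they were smooth muscle (0.7452), enteroendocrine and tuft cell (0.3106) and TNF-alpha and NF-kappaB (-0.3087) genes. The other list means were exocrine pancreas in HL 8C (2.861), adipocyte in HH 5A (0.4412), circadian clock in HH 5 (0.373), B cell and plasma cell in HL 10 (0.2758), crypt stem cell and proliferation in HL 8 (0.1819), T cell in LH 6A (0.2399) and fibroblast and endothelial in LH 12B (-0.1583). The other genes were Il10 (8.095) and Krt12 (8.138) in HL 14A, Cyp24a1 in LH 6A (7.493), Pcdhb6 in HL 2A (7.556), Bsph1 in LL 13 (7.009) and Fbxw19 in LH 13 (7.052).
The first principal component held 28.7% of the variance and followed the share of probes detected (r = 0.892, permutation p = 1e-05, the smallest that can be given; rho = 0.731, permutation p = 6e-05; r = 0.801 without the 2 extreme arrays; n = 24). The diets account for 7.7% of it, which argues against them as its source. Unequal amounts of RNA stay open, since the 45.9% of 2540 bright probes that followed the share restate the pattern and quantile normalization balances rises and falls. Differences in hybridization of single probes stay open too, as the slopes of 2 bright probes of 600 genes correlated at 0.651, between the bounds set for and against them. So does tissue makeup: of 28 lists, the colon segment genes (r = -0.658, adjusted permutation p = 0.00938; rho = -0.57, adjusted 0.0584; r = -0.487 without the 2 extremes) and hemoglobins (r = -0.563, adjusted 0.0361; rho = -0.473, adjusted 0.0925; r = -0.393) followed the share by r beside the vitamin D receptor and metabolism list, while smooth muscle (r = 0.266, adjusted 0.437) and colonocyte genes (r = 0.276, adjusted 0.437) did not pass; RNA quality was not tested.
In HH 10B, HL 10B and LL 6 the interferon-gamma response and MHC class II list was the lowest of all mice, and so were the cytokine, macrophage and T cell lists. Less epithelium is argued against by the colonocyte list, whose lowest mean in these mice was 0.366, above the highest of the others at 0.287. The goblet cell list was also highest in them (0.278, 0.313 and 0.304, others at most 0.233). Smooth muscle was highest too (0.439, 0.677 and 0.745, others at most 0.0901), so a larger share of muscle stays open beside the higher epithelial lists. The test first run for less epithelium was the correlation of the colonocyte list with the interferon list. It gave r = -0.493 (permutation p = 0.0142, and r = -0.228 without the 2 extremes) and rho = -0.2 (permutation p = 0.347, n = 24). A low detected share is argued against by the 3 arrays with the lowest shares, whose lowest list mean was -0.171, above each of these mice, which have shares of 29.5%, 32.3% and 33.7%; other aspects of array quality stay open, with a correlation of the list and the share of r = 0.286 (95% interval -0.133 to 0.618; the bound first used, 0.3, would have argued against it) and rho = 0.528 (permutation p = 0.00895, adjusted 0.0751 over 28 lists; n = 24). The 3 mice have 2 mothers' labels. More than 1 was fixed by the design, as HH 10B and HL 10B had mothers on the high diet and LL 6 on the low diet. One mother thus cannot account for LL 6, while for HH 10B and HL 10B a shared mother stays open (exact p = 0.249 for 4 pairs). Less inflammation in these 3 mice was not tested.
In HL 8C the exocrine pancreas list was highest, at 2.86, followed by LL 13A at 1.97, and the others lay at -0.475 to 0.593. Amy2a5 was at 14.64 and 14.03 in these mice, with a median of 7.29 and a highest value of 10.11 in the other 22, and Pnliprp1 at 12.89 and 10.94, with a median of 7.19 and a highest value of 10.72. Of the 13 expressed members 11, or 84.6%, were highest in HL 8C, but this restates the pattern and does not separate pancreas carried over with the colon from expression by the colon, so both stay open; 3 of the 13 were detected on at least 12 arrays. The quality of that array is argued against by the other lists, whose median absolute shift was 0.0727.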

How the results depend on the processing

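The share of probes detected as a covariate and the 3 arrays with the lowest share left out were alternatives chosen after seeing the data. The counts of 0 differing probes by limma for the diets, the interaction, the 4 groups and the pairs stayed 0 in each alternative run with an adjusted p, the lists stayed at 0 in each alternative but the preset correlation, and the Vdr difference lay between -0.083 and 0.140, also with each array left out. Clustering gave a permutation p of 0.22 to 0.811 by pre-weaning diet, 0.309 to 0.752 by post-weaning diet and 0.633 to 0.961 by the 4 groups. Camera with the preset correlation called 11 lists post-weaning and 3 pre-weaning. The methods' t-test at an unadjusted p under 0.05 called 1487 and 998 probes (4.75% and 3.19% of those tested), but 0 and 0 at an adjusted p. Expressed probes numbered 8266 and 8247 above the 80th percentile and 14296 and 14430 by a detection p under 0.05, since both are stricter filters.
With the mother's label as a random block for the 4 pairs of mice that share one, the counts of probes and lists were 0, the unadjusted counts 1666 post-weaning and 733 pre-weaning, and the Vdr difference -0.0068; the consensus correlation was 0.121. Labels of one number mark different mothers at least for HL 2A against LH 2 and LL 2C, whose mothers' diets differ; for labels of one number and one mother's diet, such as 10 and 10B, this is not known. With the number within the mother's diet as the block, in 13 blocks, the counts were 0, the unadjusted counts 1329 and 844, the Vdr difference 0.0099 and the correlation 0.00261. Neither block changed another call.
Of 6204 values of named genes under alternatives, 6113 kept their sign, 80 turned sign by at most 1 standard error and 11 by more, and none passed the threshold, where the smallest adjusted p was 0.73. Under median scaling without quantile normalization the 11 include Ifng (interaction, 0.1123), H2-DMb1 (pre-weaning, 0.07459), Traf1 (pre-weaning, 0.02882), Aif1 (pre-weaning, 0.07521), Foxp3 (post-weaning, 0.003027), Agr2 (pre-weaning, 0.01924) and Hsd17b7 (pre-weaning, 0.0359). With array weights it was Ifng (interaction, 0.04009), with the colitis inflammation list as covariate Tnf (post-weaning, -0.08717), and without the 3 arrays with the lowest detected share Tnfsf11 (post-weaning, -0.07848) and Trpv6 (interaction, 0.09187). The cause was not tested. The alternatives with the chip were not run, as the chip is not given, and averaging mice of one mother was run for the pre-weaning clustering alone. Probes near background limit what can be detected.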

Differences from the paper's values

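In Figure S1, read by eye, the branch with fewer mice of mothers on the high diet holds about 3 of them, which is the paper's value, and the clustering here gave 5. Of the alternatives set before the data were examined, 9 came within 1.5 times the figure's count: the 1000 most variable probes (4) and 8 that left out 1 array. Of these 9, 2 gave the figure's count and 7 gave 4. The other 20 did not: all probes (6), the deposited values (5), background correction by neqc (5), Euclidean distance (1) and 16 that left out 1 array. With 1 array left out the count was 3 to 6, and it was 3 without HH 11A and without LH 3B. It was 4 when the 3 arrays with the lowest detected share were left out, an alternative chosen after seeing the values, and the branch held 4 mothers' labels when mice of one label were averaged, which counts labels and not mice. Fisher's exact test on the figure's branches gives p = 0.039 by the mothers' diet, and p = 1 here. The test was chosen after the uneven branches of the figure were seen, so its p for the figure is not evidence of clustering. Both values treat the mice as independent, although 4 pairs share a mother's label.
The paper states that no gene was differentially expressed, and its methods allow an unadjusted p under 0.05 where no gene passes the adjustment. At that threshold the methods' t-test gave 1487 probes (4.75% of those tested) for the post-weaning and 998 (3.19%) for the pre-weaning diet here. Both shares are below what a threshold of 0.05 gives on average where no probe differs, though such shares vary widely as probes vary together. By the same t-test 0 and 0 passed at an adjusted p under 0.05, where the smallest were 0.927 and 0.449.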

Other observations

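Tnfrsf11b, which encodes osteoprotegerin, was at 8.15 ± 0.32 on the high and 7.93 ± 0.35 on the low diet, and Tnfsf11, which encodes RANKL, at 7.41 ± 0.25 and 7.38 ± 0.19 (SD, n = 12 each; limma, adjusted p = 0.944 and 0.98). Il10 was at 7.75 ± 0.15 with the high and 7.58 ± 0.19 with the low pre-weaning diet (limma, adjusted p = 1), with 10 of 12 mice above the low mean. Of the 10 genes named by the paper, 8 were higher on the high post-weaning diet (camera, adjusted p = 0.398).
Among lists not described with a conclusion, the genes higher and lower on the high post-weaning diet numbered 15 and 5 for crypt stem cells and proliferation, 9 and 6 for fibroblasts and endothelium, 6 and 7 for enteric neurons and glia, 5 and 9 for enteroendocrine and tuft cells, 7 and 7 for small intestine, 4 and 4 for colon segment Hox genes, 8 and 10 for immediate early and heat shock genes, 5 and 9 for circadian clock genes, 1 and 7 for adipocytes, 3 and 1 for hemoglobins and 3 and 1 for sex check genes. Their adjusted p-values by camera were 0.398, 0.56, 1, 1, 0.959, 0.665, 0.897, 0.687, 0.425, 0.932 and 0.398 in this order. All 11 exocrine pancreas genes were lower, with a median of -0.41 (camera, adjusted p = 0.398), and HL 8C and LL 13A, both on the low diet, had the highest levels; the difference in list mean went from -0.60 to -0.35 without HL 8C. Adjusted over the list alone, 1 sex check gene passed for the interaction, Xist (limma, adjusted p = 0.0436, log2 difference -0.22), which was detected on 0 arrays and was named after its value was seen.
The 4 pairs of mice with one mother's label had a mean distance of 0.732, against 1.00 in other pairings of the same groups (exact p = 0.0111, 202500 pairings), in a test chosen after the distances were seen. The pairs lay at 0.637, 0.365, 0.886 and 1.04, so that the closeness rests on the pairs HH 10 with HL 10 and HH 10B with HL 10B. A shared mother or litter may contribute to it, and the handling of littermates together was not tested.
Chance is not excluded for the counts of probes, nor for the counts of lists with the estimated correlation. With 100 relabelings of the mice, the real one included, a count of 0 is reached by 100 by construction; the highest other count was 17 probes for the post-weaning diet, 1 for the pre-weaning diet, 1 for the interaction, 2 for the 4 groups and 510 for the pairs, and 1 list for each diet and the interaction. With the preset correlation, the 11 lists of the post-weaning diet were reached by 11 of 100 (highest other 12) and the 3 of the pre-weaning diet by 55 of 100 (highest other 13). These relabelings can put both mice of one mother's label on the same post-weaning diet, which the real one never does. In 100 relabelings that part the 4 pairs by post-weaning diet alone, as the real one does, added after the results were seen, the 11 lists were reached by 1, the real one itself (highest other 10), and the 3 lists by 75 (highest other 15). The 11 lists thus exceeded the other relabelings that part the pairs and not those that need not. As these sets of relabelings disagree and the later one was added after the results were seen, chance is not excluded for the 11 lists. Nor is it excluded for the 3 lists. Whether the relabeling with 510 probes follows a structure of the samples was not tested.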
